# Transcriptomic analyses of gastrointestinal function in the "dwarf" and "medium" forms of *Sthenoteuthis oualaniensis* during sexual maturation

**DOI:** 10.1371/journal.pone.0199053

**Published:** 2018-06-13

**Authors:** Lulu Yan, Chao Zhao, Jun Zhang, Lihua Qiu, Zuozhi Chen

## Abstract

*Sthenoteuthis oualaniensis* (SA) is an important squid species in the South China Sea. Based on SA samples collected in 2016, SA was divided into the “dwarf” form (DF) and “medium” form (MF). To understand the changes in gastrointestinal function in SA during sexual maturation, we undertook transcriptomic analyses of the stomach and intestine tissues of the mature and immature DF and MF of SA using the deep-sequencing platform Illumina HiSeq™. We exploited a high-throughput method to delineate differentially expressed genes (DEGs) in the DF and MF of SA. A total of 135464 unigenes (68627 unigenes of the DG and 66837 unigenes of the MF) were generated. We identified 7965 and 4051 relative DEGs in the intestine and stomach tissues of the mature DF of SA compared with those of the immature DF of SA; and 22138 and 18460 DEGs in the intestine and stomach of the mature MF of SA compared with those of the immature MF of SA. Gastrointestinal function related to the metabolism of lipids, amino acids, glucose, and energy were changed in SA during sexual maturation. This work is the first to identify a set of genes associated with gastrointestinal function during sexual maturation in SA.

## Introduction

*Sthenoteuthis oualaniensis* (SA; “purpleback flying squid”) is distributed widely along the equator throughout the Indo-Pacific region (40°N to 40°S) [1, 2]. SA is considered to be the most abundant large squid of commercial importance in the region [3]. Within this wide distribution, SA is also known to have a wide ecological amplitude and complex population structure [1]. Two major forms of this species occur in the southern South China Sea based on their morphological characteristics: ‘dwarf’ and ‘medium’. The larger medium form (MF) exhibits a dorsal photophore whereas the dwarf form (DF) does not. [3, 4]. These two forms are also distinct in terms of genetics and morphology. The population structure, sex ratios, sexual maturity, and mortality of the MF and DF have been studied [3, 5].

The stage of sexual maturity in SA can be divided into І to V using Lipinski's maturity scales for male and female squids [6]. The mantle length (ML) of the sexually mature female MF is 190–250 mm, whereas that of the male MF is 120–150 mm. The ML of the sexually mature DF is 90–120 mm, which is shorter than that of the MF. In general, amphipods, euphausiids, and fish larvae are the primary food sources for juvenile squids. In contrast, the adults eat mainly myctophids but can show cannibalistic behavior [1, 7, 8]. Based on data collected by fisheries surveys, the relationship between a predator and prey is determined by body size. Crustacea and larvae squid are the main foods of SA with a ML of 40–100 mm. The proportion of crustacea eaten by SA with a ML 100–150 mm is low. SA with a ML of 150 mm mainly eat myctophids [9]. An increase in the ML of SA leads to changes in feeding habits. Therefore, the ML or body size has a close connection with sexual maturity and feeding habits. In land-dwelling and aquatic mammals, sexual maturity is, in general, affected by the structures of amino acids, lipids and carbohydrates [10, 11]. Moreover, developmental stages elicit changes in dietary patterns, which may influence the absorption and digestion functions of the stomach and intestines. Studies have shown that the expression of genes related to the synthesis of steroid hormones, crustacean juvenile hormone and vitellogenin were changed in the hepatopancreas during ovarian development in *Portunus trituberculatus* [12]. Gastrointestinal function and reproductive systems are closely situated and intertwined, which optimizes the potential for the transfer of nutrients and energy to developing gametes [13]. Studies have shown that nutrients from the lume are transported to the basal lamina by intestinal cells, and then hemocytes carry them to surrounding gonad tissue in scallops [14]. Therefore, understanding the relationship between gastrointestinal function and sexual maturity in relation to gene expression is important.

To explore the genes associated with gastrointestinal metabolism as well as their relationships to sexual maturity, RNA-sequencing (RNA-Seq) technology was used to estimate the expression of genes associated with gastrointestinal function in the DF and MF of SA during maturation. The results of our study could enhance understanding of the genes associated with gastrointestinal function and their roles in the different stages of sexual maturity of SA. It can also be helpful for the research of feeding habits and digestion of squids, which are associated with the growth and distribution of fish populations.

## Materials and methods

### Ethics statement

SA is not an endangered or protected species, and there is no requirement for permission to undertake experiments involving this species in China. The authority responsible for the sea in each location issued the permission.

### Experimental design

The DF and MF of SA were procured from the South China Sea (10°33"N, 115°53"E) on 20 November 2016. They were classified into “mature” SA (maturity stages III–V) and “immature” SA (maturity stages I and II). Intestinal and stomach tissues were sampled from three mature DF SAs, three immature DF SAs, three mature MF SAs, and three immature MF SAs, respectively. Twenty-four samples (8 groups × 3 parallels) were collected from SA: Dwarf form-Undevelopmental-Intestine (DUI), Dwarf form-Developmental-Intestine (DDI), Dwarf form-Undevelopmental-Stomach (DUS), Dwarf form-Developmental-Stomach (DDS), Middle form-Undevelopmental-Intestine (MUI), Middle form-Developmental-Intestine (MDI), Middle form-Undevelopmental-Stomach (MUS) and Middle form-Developmental-Stomach (MDS). All sample collections were undertaken in RNAlater™ solution (Invitrogen, Carlsbad, CA, USA).

### RNA extraction and preparation of sequencing libraries for transcriptomic analyses

Total RNA was extracted using a mirVana™ miRNA Isolation kit (Thermo Scientific, Waltham, MA, USA) and treated with RNase-free DNase I. RNA integrity was assessed using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples with a RNA Integrity Number ≥7 were used for subsequent analyses. Sequencing libraries were generated using a TruSeq™ Stranded mRNA Sample Prep kit (Illumina, San Diego, CA, USA) according to manufacturer instructions. Then, the paired-end RNA-Seq library was sequenced with a sequencing platform (read length = 2 × 150 bp; HiSeq X Ten; Illumina). The 24 samples were run separately and separate libraries were generated.

### Analyses of sequencing data and functional annotation

Clean reads were used to undertake *de novo* transcriptome assembly with Trinity software [15]. Two datasets of unigenes were assembled from the reads of DF (DF dataset, assembled from the reads of DUI, DDI, DUS, and DDS groups) and MF (MF dataset, assembled from MUI, MDI, MUS and MDS groups) of SA. All assembled unigenes with an E-value <1.0 × 10^−5^ were matched against public databases [National Center for Biotechnology Information (NCBI) protein non-redundant (nr), SWISS-PROT, Eukaryotic Orthologous Groups (KOG), Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), malTFDB].

### Analyses of differential expression and functional enrichment

A differential expression analysis for common tissue (intestine or stomach) during gonadal development of the DF and MF of SA was undertaken to identify differential-expression patterns for four pairwise comparisons: DUI *vs*. DDI (PC1), DUS *vs*. DDS (PC2), MUI *vs*. MDI (PC3) and MUS *vs*. MDS (PC4). The fragments per kilobase of transcript per million mapped reads (FPKM) value was used to identify differentially expressed genes (DEGs) between treatment and control samples. DEGs were identified by EDSeq (http://bioconductor.org/packages/release/bioc/html/DESeq.html). *P* < 0.05 and an absolute value of log_2_ fold change ≥1 were set as the criteria for significant differential expression. GO and KEGG pathway enrichment analyses were used for functional categorization of DEGs. GO enrichment analyses were done using Blast2GO. TopGO (www.bioconductor.org/packages/2.11/bioc/html/topGO.html) was employed to draw directed acyclic graphs (DAGs) of the DEGs based on GO enrichment.

### Expression according to quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Twelve annotated genes (six genes for the DF and six genes for the MF) were analyzed further by qRT-PCR. Total RNA was obtained using TRIzol™ 1 Reagent (Thermo Scientific). First-strand cDNA was synthesized from 950 ng of total RNA using a PrimeScript™ RT Reagent kit (TaKaRa Biotechnology, Dalian, China) in accordance with manufacturer protocols. cDNA-specific primers were designed using AlleleID v6.0 (Table 1). Cytochrome B (CYTB) and elongation factor 1-alpha (EF1A) were chosen as the reference genes for the DF. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and EF1A were chosen as the reference genes for the MF. qRT-PCR was undertaken using a LightCycler^®^ 480 system employing TB Green™ Premix Ex Taq™ II (Tli RNase H Plus) (TaKaRa Biotechnology). Amplifications were done in a 96-well microtiter plate in a final reaction volume of 20 μL containing 10 μL of SYBR Premix Ex Taq II (Tli RNaseH Plus) (2×), 0.8 μL (each) of gene-specific forward and reverse primers (10 μM), 6.4 μL of RNase-free water, and 2.0 μL of cDNA (<100 ng). PCR conditions were 95°C for 30 s followed by 40 cycles of 95°C for 5 s, 58°C for 30 s and 72°C for 30 s. Formation of a single product was confirmed for all genes tested using melting curves.

**Table 1:** Primer sequences for amplification of target and reference genes in two dwarf-form and medium-form *Sthenoteuthis oualaniensis*.

Gene ID	Gene name	Primer sequence
**Target gene in DF**		
MSRE	Macrophage scavenger receptor	GCAGGATTGGGAGGAAAGCATTAC
		CGGCACACTACTTTGGCATCG
ELOVL6	Elongation of very long chain fatty acids protein 6	TGCTGTCATTCTTGTGGTCATTCC
		CCTGGCTCGGGCTTTCATCC
ELOVL6	Guanine nucleotide-binding protein subunit alpha-12	TCCCTGCGTTCAACAAAGACC
		CGATTGCTGTGGTGAAATGATGG
CBP	Chitin binding beak protein	ACATTACAGAATTGCGACTTGCC
		GTTGTTGTGGACGGATTGAGC
VAMP	Vesicle-associated membrane protein	TGCCGTTGAAGTCAGAAAGAAAGC
		TGTTGGTGTGGGTGGTGTTGTC
MMACHC	Methylmalonic aciduria and homocystinuria type C protein homolog	GCAAGAATCCTAGTCCAGACAGC
		GGAGGCGGTGTTGGTTTCAG
**Reference gene in DF**		
CYTB	Cytochrome b	TGACCGTATCGCCGTTGTTG
		CAGTGCCCATTGCCATTTGC
EF1A	Elongation factor 1-alpha	CCTGGCTGTATTCTGCGGTATCC
		GGTTGTGGCTGCTGGTGTTGG
**Target gene in MF**		
AMI	Aminopeptidase	GTCTTCTTAGTTGGAAAGGGTATC
		GCACGGGAGGTCACAATC
NS2	Asparaginyl-tRNA synthetase	AACTGCGAGATACTATCCAGACAC
		TGACCAACGACTTCCCAATAATCC
Apop1	Apoptogenic protein 1	CTGATGAGGTCGGATATGCTTCG
		GGACTGGTCGCAAGTTGGAG
Ctrb	Chymotrypsin B	GCAGATAGCAGTCCCATTCC
		AAGGTCATCCATAACGCAGTG
Crb	Protein crumbs	CGTATGGCTCCTACAACTGC
		GAGGTGTGCGTCTGGTTC
Dhc	Dynein heavy chain	CCTTCTACTCATTCGTTGCTGGTG
		GCGTTCGGTTGTTGCTCTCC
**Reference gene in MF**		
GAPDH	Glyceraldehyde-3-phosphate dehydrogenase	GTCAACCACCACCAATACAAGAAG
		CCTTAGCGGCACCAGTTCC
EF1A	Elongation factor 1-alpha	GCGGTAGCAGCAGCATCATC
		TCACTCCCATCTATCAGGTCTTCC

## Results

### Sequencing and de novo assembly

A total of 599.38 million raw reads were produced from the DF data set, whereas 1585.33 million raw reads were produced from the MF data set (S1 Table). After quality trimming and adapter clipping, 570.63 million clean reads of the DF data set and 556.04 million clean reads of the MF data set were retained. 

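The values behind the comparisons of mature and immature SA were RNA-Seq expression values from the intestine and stomach, with 3 libraries in each of 8 groups (24 libraries). S1 Table gives 41928048 to 50446990 clean reads per library of the DF (median 50031975) and 38193160 to 50478672 per library of the MF (median 47390705). In the deposited files, the authors give 1 FPKM value per unigene and library, with unigene IDs but no read counts, unigene lengths or gene names. The program that made these values is not given in the sources used here. From these files, log2 ratios of mature to immature SA were computed after adding a pseudocount of 0.5 FPKM, for unigenes with a mean of at least 0.5 FPKM over the 6 libraries of a comparison.

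The relative depth of libraries of a group was estimated from the ratios of their low values. It was assumed that low FPKM values are whole multiples of the value of 1 read, although the program behind them is not known. It was also assumed that a unigene has the same effective length in each library of a group. In the MF, these depth ratios were within 1.02 times those of the clean reads in S1 Table. In the DF, they were up to 3.01 times off. Relative to the library numbered 2 in its group, the depth was 0.41 for DUS_1, 0.28 for DDS_1 and 0.40 for DDS_3, while the clean reads of these libraries were 0.84, 0.84 and 1.00 times those of that library. The value for DDS_1 is the least certain, because only 2.86% of the ratios lay at its peak. The median value of 1 read in the library numbered 2 was 0.99 FPKM in DDI, 0.87 FPKM in DUI, 0.51 FPKM in DDS and 0.36 FPKM in DUS, against 0.36 to 0.37 FPKM in the groups of the MF, each over the unigenes where it could be read. Over unigenes read in both stomach groups, 1 read was worth 3.05 times as much in DDS_2 as in DUS_2. By the depths above it was worth still more in DDS_1 and DDS_3. The 3 libraries of a group came from 3 SAs according to the paper. Among unigenes of at least 200 FPKM, the median coefficient of variation between them was 1.43% to 2.33% in 7 groups and 6.07% in DDS, the spread of a group of 3 libraries. The variance between pairs of libraries was 0.46 to 1.16 times the variance of counting reads (median 1.06 over 24 pairs). It was lowest for DDI_1 and DDI_2. With a tolerance of 1.5% for whole numbers of reads, in place of 2.5%, the median was 1.16 and the highest 1.34. At 200 FPKM or more, DDS_1 differed from DDS_2 and DDS_3 by a median of 8.59% to 9.37%, and the other 22 pairs by 1.35% to 3.45%. Of the 24 pairs, 16 had ratios above those of simulated libraries with no added variation (0.90 to 1.03 in the DF, 0.93 to 0.99 in the MF), 11 of them by more than 2 SE. The pairs above were all those of DUS (1.14 to 1.15), MDI (0.99 to 1.06), MDS (1.06 to 1.11) and MUI (1.06 to 1.07), those of DDI_3 (1.14 to 1.16), and those of DDS_2 (1.05 and 1.07). With an added coefficient of variation of 20%, simulated libraries of the DF gave 1.14 to 1.38, and 3 pairs of DUS and DDI reached that range. All simulated libraries of the DF had the value of 1 read of DUI, so the comparison is not matched in depth for DUS and DDS. No pair of DUI or MUS was above. By a rule set before the data were examined, a group whose libraries differ by no more than sampling noise counts as 1 sample with no p-value. DUI and MUS each count as 1 sample by a level chosen after the values were seen, which does not show that the SAs were the same. At a level of more than 2 SE above, DDS would count as 1 sample too. DDI_1 and DDI_2 differed by less than the sampling noise and were counted as 1 sample in an alternative. The values do not settle whether the libraries of a group hold the variation between animals. That no p-value is given for a unigene in the other groups was chosen after the values were seen, and the size of each difference is described.

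**Figure D1:**
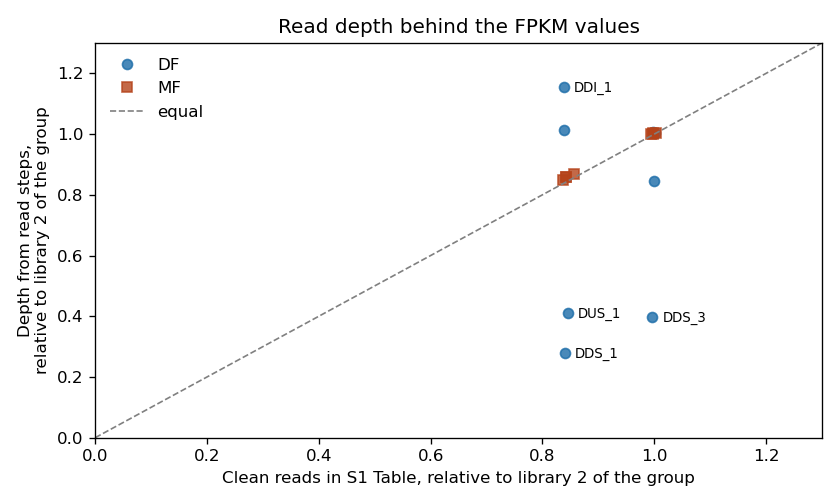
Depth of libraries 1 and 3 relative to library 2 of the same group, as estimated from low FPKM values (vertical axis) and as given by the clean reads in S1 Table (horizontal axis). Each point is 1 library, and the dashed line marks equal ratios. The libraries of the MF lie on the line, while DUS_1, DDS_1 and DDS_3 lie below it at 0.41, 0.28 and 0.40, and DDI_1 lies above it at 1.16.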

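The deposited files list 68627 unigenes for each of the 12 libraries of the DF and 66837 for each of the 12 libraries of the MF. Of these, 16590 unigenes of the DF (24.2%) and 42136 unigenes of the MF (63.0%) had a value above 0 in all 12 libraries. In the DF, 3358 unigenes were listed at 0 in all 12 libraries, against 3 unigenes in the MF. At least 1 FPKM was reached by 40460 to 40658 unigenes in the libraries of DUI, 36775 to 38384 in DDI, 28171 to 28270 in DUS and 19323 to 22486 in DDS. In the MF, the ranges were 36474 to 36651 in MUI, 35861 to 35993 in MDI, 31145 to 31186 in MUS and 31321 to 31502 in MDS. In both forms, each library of the intestine had more such unigenes than each library of the stomach. The 100 most abundant unigenes took a mean of 31.2% of the summed FPKM in DUI, 31.1% in DDI, 39.0% in DUS and 44.7% in DDS. These shares were 29.8% in MUI, 31.4% in MDI, 36.3% in MUS and 32.7% in MDS.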

Following removal of redundant sequences, 135464 unigenes (68627 unigenes of the DF and 66837 unigenes of the MF) were generated from both data sets. An average length of 1194 bp and 95116 unigenes were longer than 500 bp. The distribution of unigene length is shown in Fig 1, and varied from 300 bp to >2000 bp. All sequences with the raw reads were submitted to the NCBI Sequence Read Archive under the accession number PRJNA430301.

**Fig 1:**
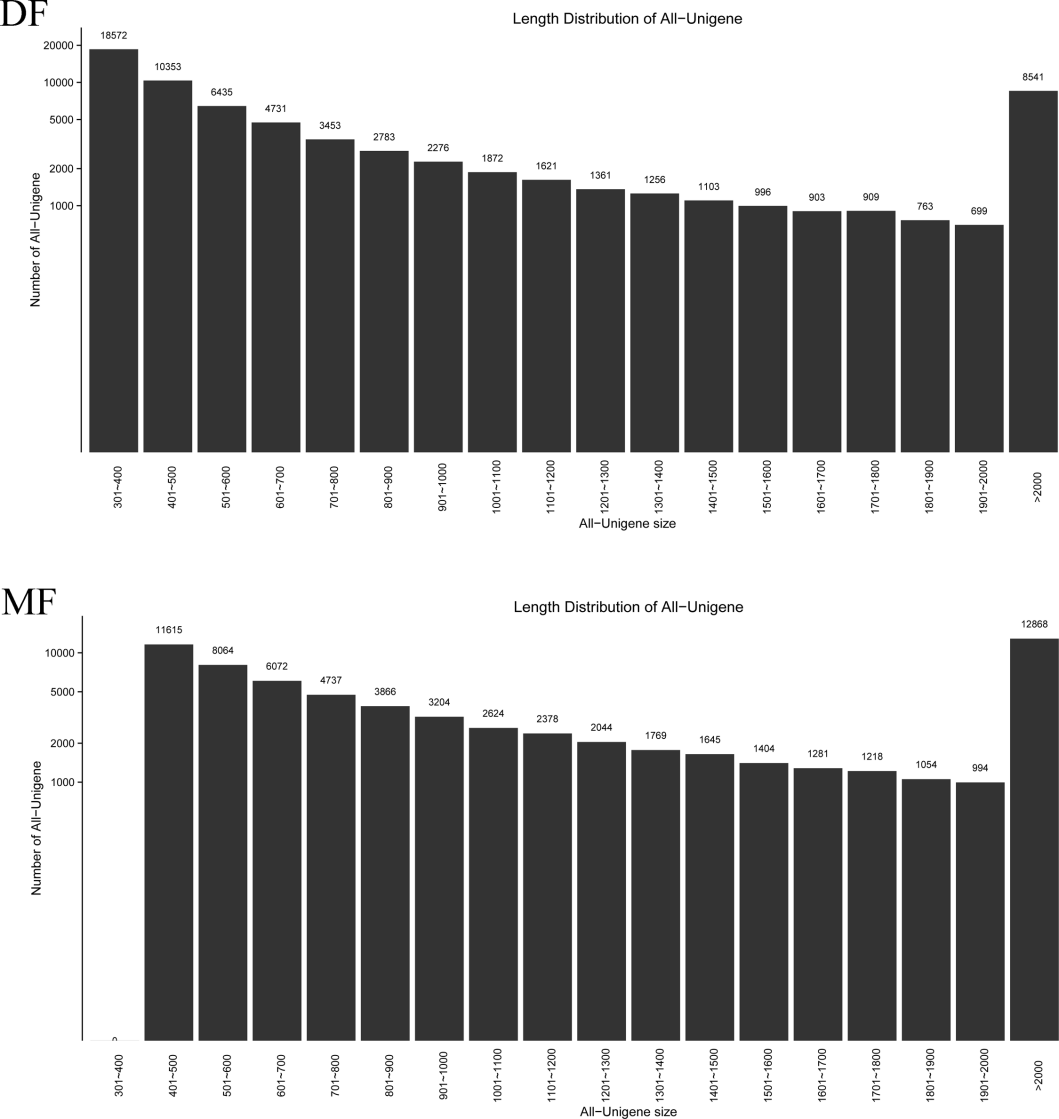
Distribution of unigenes in the DF and MF of SA. The horizontal axis shows the length interval of the size of unigenes. The longitudinal axis shows the number of unigenes.

### Functional annotation and analyses of transcription factors (TFs)

The 135464 unigenes were annotated. Of these unigenes, 33491 (24.75%) showed significant (*P*<0.05) BLASTx matches in the nr database and 28690 (21.21%) showed significant (*P*<0.05) matches in the Swiss-Prot database. A Venn diagram of the annotation results of DF and MF data sets is shown in Fig 2. In summary, a total of 16327 unigenes (23.79%) of the DF and 18433 unigenes (27.58%) of the MF of SA were annotated by at least one of the five databases used.

**Fig 2:**
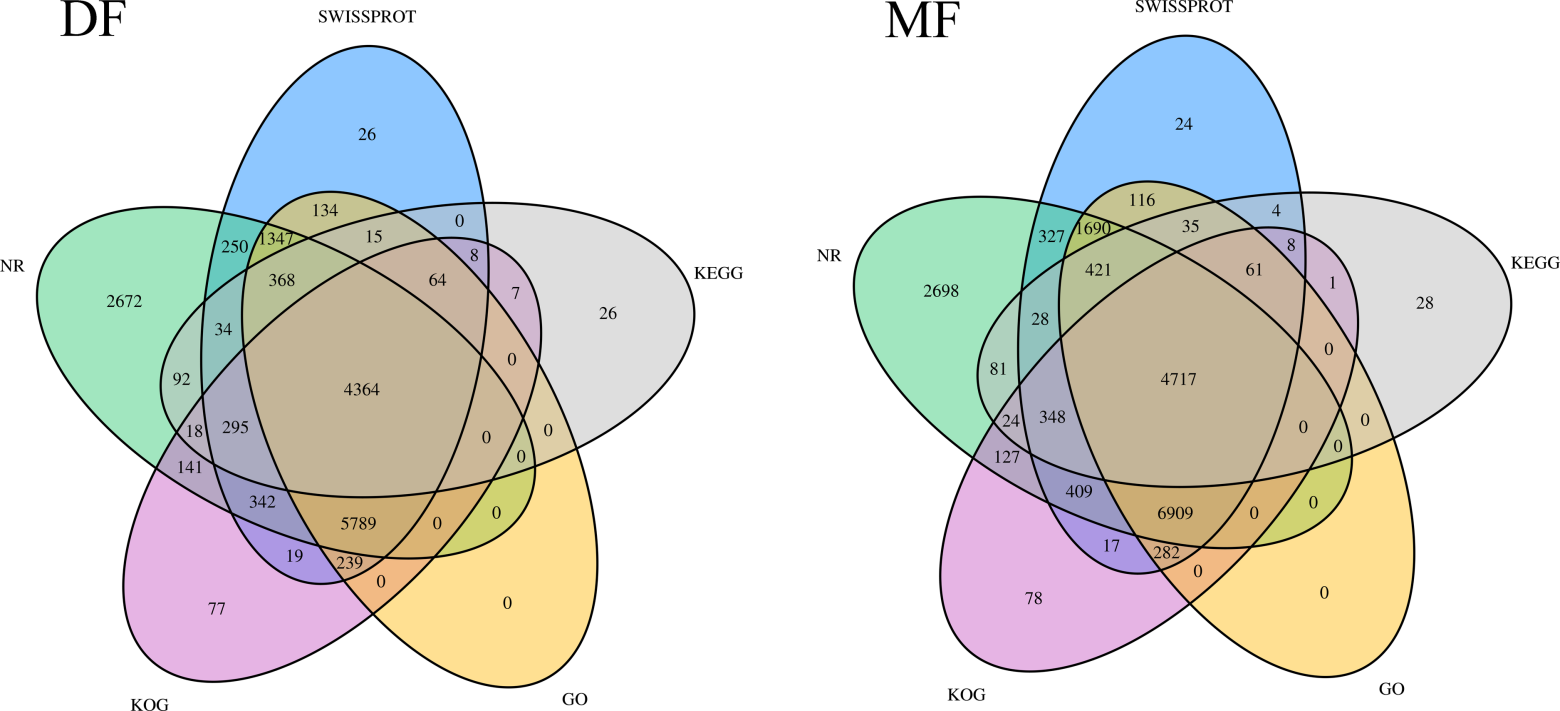
Venn diagram illustrating the number of annotated unigenes in the DF and MF of SA.

A total of 11363 unigenes of the DF and 12981 unigenes of the MF were annotated in KOG and were both categorized into 26 groups. The ‘various KOG categories, general function prediction only’ (R, 28.73% of the DF and 30.38% of the MF) was the most highly represented, followed by the ‘signal transduction mechanisms’ (T, 10.25% of the DF and 13.50% of the MF).

malTFDB is a database for the TFs of animals. These TFs are classified into 70 families based on their DNA-binding domain. Of the 135464 defined unigenes, 6893 unigenes (3302 unigenes of the DF and 3591 unigenes of the MF) were annotated and classified into 65 TF families. Among the various TF families, the zf-C_2_H_2_ family had the highest number of unigenes (1747 unigenes of the DF and 2157 unigenes of the MF), and the “other TF family” had the second largest number of unigenes (163 unigenes of the DF and 176 unigenes of the MF), followed by the Homeobox TF family (162 unigenes of the DF and 175 unigenes of the MF). One unigene of the DF was classified into CBF, CSL and “other” 13 TF families. One unigene of the MF was classified into NDT80/PhoG, HSF and “other” 7 TF families (Fig 3).

**Fig 3:**
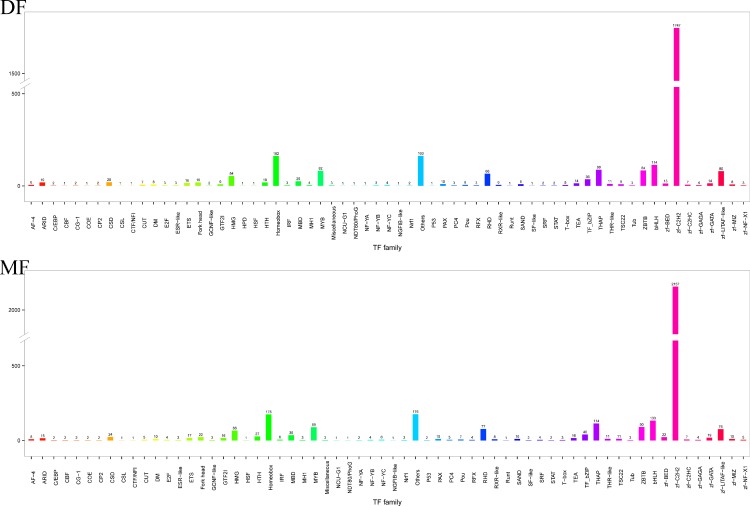
The number of unigenes annotated to TF families. The horizontal axis shows the name of the TF family. The longitudinal axis shows the number of unigenes classified into different TF families.

### DEG analyses

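Between immature and mature SA, the share of unigenes that differed at least 2-fold was larger in the MF than in the DF among abundant unigenes. Among unigenes with a mean of at least 50 FPKM, 224 of 2199 (10.2%) differed at least 2-fold in the intestine of the DF and 280 of 2012 (13.9%) in its stomach. In the MF, these were 580 of 1702 (34.1%) in the intestine and 490 of 1408 (34.8%) in the stomach. Of these, 150 were higher and 74 lower in mature SA in PC1, 121 higher and 159 lower in PC2, 287 higher and 293 lower in PC3, and 263 higher and 227 lower in PC4. Among unigenes of 0.5 to 2 FPKM, the shares were 52.3%, 55.8%, 49.9% and 50.1% in PC1 to PC4, at a level where 1 read was worth about as much in DUI and DDI.

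The unigenes with the largest ratios in the intestine at a pseudocount of 0.5, among those with a mean of at least 10 FPKM and no overlap between the libraries of the groups, are given by ID, since the files do not pair IDs with gene names. The PC1 ratios are set by the pseudocount, since 1 group is listed at 0. CL22565Contig1 was not the first at a pseudocount of 1, nor comp55794_c0_seq1_2 at 0.1. In PC1, CL22565Contig1 was listed at 0 in the 3 libraries of DUI and at 107 to 119 FPKM (mean 114) in DDI. CL58614Contig1 was at 111 to 151 FPKM (mean 133) in DUI and listed at 0 in DDI. In PC3, comp62749_c0_seq2_1 had a mean of 0.283 FPKM in MUI (0.041 to 0.526) and 669 FPKM in MDI (669 to 670). comp55794_c0_seq1_2 had a mean of 6531 FPKM in MUI (6501 to 6559) and 4.13 FPKM in MDI (3.29 to 4.60).

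Over all unigenes tested, 20531 of 54695 differed at least 2-fold by size alone in PC1, 13896 of 33161 in PC2, 24749 of 50834 in PC3 and 20840 of 44581 in PC4. With limma on the 3 libraries of each group and the thresholds of the paper, 9649 unigenes passed in PC1 (4557 higher and 5092 lower in mature SA), 9603 in PC2 (1301 higher, 8302 lower), 23565 in PC3 (11565 higher, 12000 lower) and 19295 in PC4 (10073 higher, 9222 lower). These counts rest on the small spread between the 3 libraries of a group, and those of PC1 and PC4 include a group (DUI, MUS) that counts as 1 sample. PC2 would as well (DDS) if only pairs more than 2 SE above the simulated libraries were taken to differ. With DDI_1 and DDI_2 merged, which was chosen after the values were seen, PC1 had 8968. The more frequent direction depended on the scaling in PC1 (5092 higher and 4553 lower after quantile normalization) and in PC4 (9276 higher and 9973 lower with median of ratios). In PC3 it turned when any 1 library of MUI was left out (11609 to 11665 higher, 10899 to 10993 lower). In PC4 it also turned without any 1 library of MDS (9075 to 9201 higher, 9300 to 9331 lower). Leaving out any 1 library of MDI shifted PC3 the other way (10618 to 10675 higher, 12036 to 12087 lower). The filter on the mean was applied anew to the libraries left, which weights the fuller group more. Libraries of a group shifted the counts alike, so these turns do not rest on a single library. In PC2, 13.5% of the calls were higher in mature SA, against 44.9% after quantile normalization (3204 higher, 3928 lower), and the median log2 ratio of all unigenes tested was -0.52. The median log2 ratio of group means in PC2 was -0.76 at 0.5 to 2 FPKM, -0.08 at 10 to 50 FPKM and 0.11 at 50 FPKM or more. In these groups, 1 read was worth 3.05 times as much in DDS_2 as in DUS_2.

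**Figure D2:**
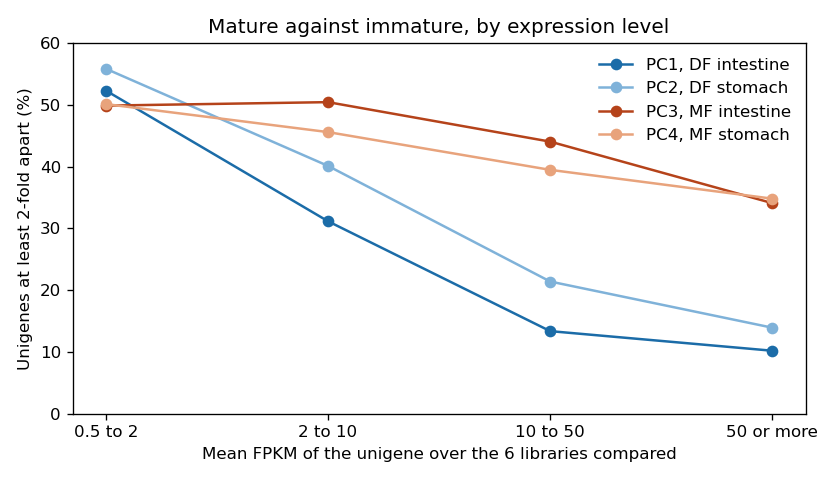
Share of unigenes at least 2-fold apart between group means of mature and immature SA (vertical axis, percent) by mean FPKM over the 6 libraries compared (horizontal axis). Each line is 1 comparison. At 50 FPKM or more the shares are 10.2% in PC1, 13.9% in PC2, 34.1% in PC3 and 34.8% in PC4.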

In total, 7965, 4051, 22138 and 18460 DEGs were identified for PC1, PC2, PC3 and PC4, respectively (Fig 4), with a filtering criterion of the absolute value of log_2_ fold change ≥1 and *P* < 0.05. In the DF assembly data set, 1046 DEGs were present in PC1 and PC2, whereas 6919 and 3005 DEGs were PC1-specific and PC2-specific, respectively. 

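By size alone, 4785 of the 31562 unigenes tested in both tissues of the DF differed at least 2-fold in the intestine and in the stomach. Of these, 1308 were higher in mature SA in both tissues, 2250 were lower in both and 1227 went in opposite directions. Independent lists of these lengths would share 406 higher and 1202 lower unigenes. The paper sampled both tissues from the same SAs, so the lists are not independent. Across these unigenes, which are not independent replicates, the log2 ratios of the intestine and stomach had a Pearson correlation of 0.34. From limma at the thresholds of the paper, 2060 unigenes were shared, 7589 were found in PC1 only and 7543 in PC2 only. Of those shared, 473 were higher and 1289 lower in both tissues, against 842 and 673 after quantile normalization, so which direction is more frequent among them depends on the scaling. Presence in 1 list only does not test a difference between the tissues. The difference itself, the interaction of tissue and maturity over the 12 libraries of the DF, passed an adjusted threshold of 0.05 from limma with a difference of at least 1 on the log2 scale for 7120 of 47743 unigenes. Of these, 1525 had a larger mature-to-immature ratio in the stomach and 5595 a smaller one, against 2242 and 2540 after quantile normalization. The fit takes the 3 libraries of DUI as replicates, although DUI counts as 1 sample. It also takes DDI_1 and DDI_2 as separate, and no interaction was fitted with them merged. Between the groups compared, 1 read was worth 3.05 times as much in DDS_2 as in DUS_2, against 1.05 times in DDI_2 as in DUI_2. The smaller ratios in the stomach were not separated from this uneven depth, since the interaction was not fitted among abundant unigenes alone.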

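In the MF, 10755 of the 38349 unigenes tested in both tissues differed at least 2-fold by size alone in the intestine and in the stomach. In mature SA, 5443 of them were higher in both tissues, 4846 were lower in both and 466 went in opposite directions, so 95.7% had the same direction. For independent lists, 2068 higher and 1636 lower unigenes would be shared. The log2 ratios of both tissues had a Pearson correlation of 0.67 across unigenes. At the thresholds of the paper, limma gave 9803 unigenes shared by PC3 and PC4, 13762 in PC3 only and 9492 in PC4 only. The interaction of tissue and maturity over the 12 libraries of the MF passed for 12750 of 50372 unigenes at an adjusted threshold of 0.05 from limma and a difference of at least 1 on the log2 scale. Of these, 6584 had a larger mature-to-immature ratio in the stomach and 6166 a smaller one, against 6286 and 6533 after quantile normalization and 5910 and 6696 with median of ratios. The fit takes the 3 libraries of MUS as replicates, although MUS counts as 1 sample.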

In the MF assembly data set, 9239 DEGs were present in PC3 and PC4, whereas 12899 and 9211 DEGs were PC3-specific and PC4-specific, respectively.

**Fig 4:**
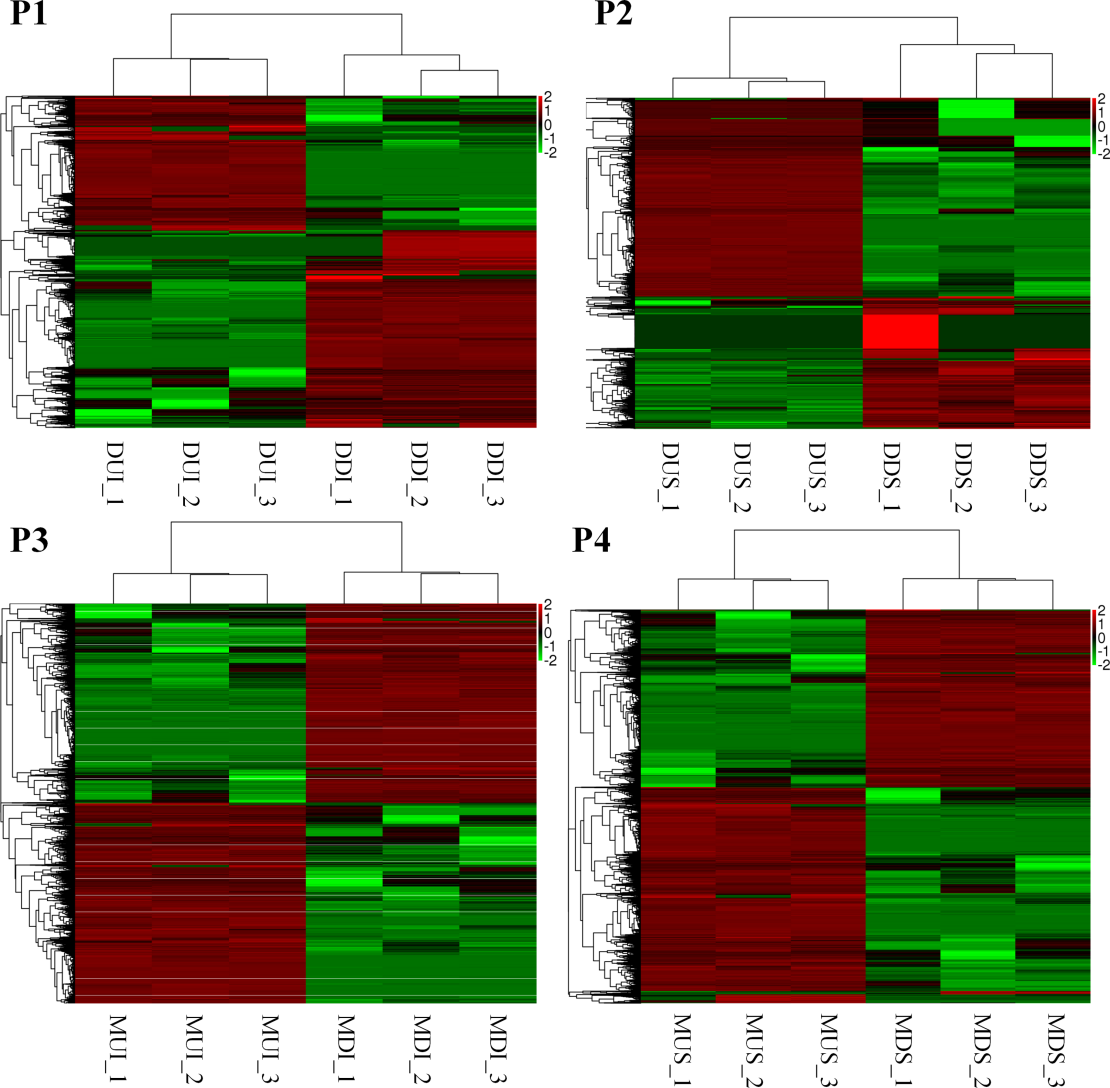
Cluster analyses of DEGs of SA. Green represents lower expression, and red represents higher expression. Each column represents a comparison: PC1, PC2, PC3 and PC4. Each row represents a gene.

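The correlation of log2(FPKM + 0.5) between libraries, across unigenes, was highest with a library of the same group for each of the 24 libraries. In the MF, it was 0.93 to 0.95 within groups and 0.55 to 0.76 between groups. In the DF, it was 0.80 to 0.95 within groups and 0.63 to 0.86 between groups. The ranges overlapped in the DF because the stomach groups DUS and DDS had correlations of 0.80 to 0.86 with each other. Between immature and mature SA, the libraries of the intestine had correlations of 0.70 to 0.71 in the DF and 0.63 to 0.64 in the MF, and those of the MF stomach 0.69 to 0.70.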

### GO annotations and pathway analyses of DEGs

All GO assignments were assigned to three categories: molecular function, biological process, and cellular component (Fig 5). The significantly enriched biological process terms were worthy of attention. Four directed acyclic graphs (DAGs) from PC1 to PC4 were used to model causal relationships between enriched biological process terms. In such models, some GO terms [Chitin metabolic process (GO: 0006030) of PC1; Mitotic nuclear division (GO: 0007067) of PC2; Cilium assembly (GO: 0060271) of PC3; Cellular amino acid metabolic process (GO: 0006520) of PC4] were found to be enriched in the DF or the MF of SA during gonadal development (Fig 6). These data indicated that these biological processes may have crucial roles in the differential gonadal development between the intestine and stomach tissues of SA.

**Fig 5:**
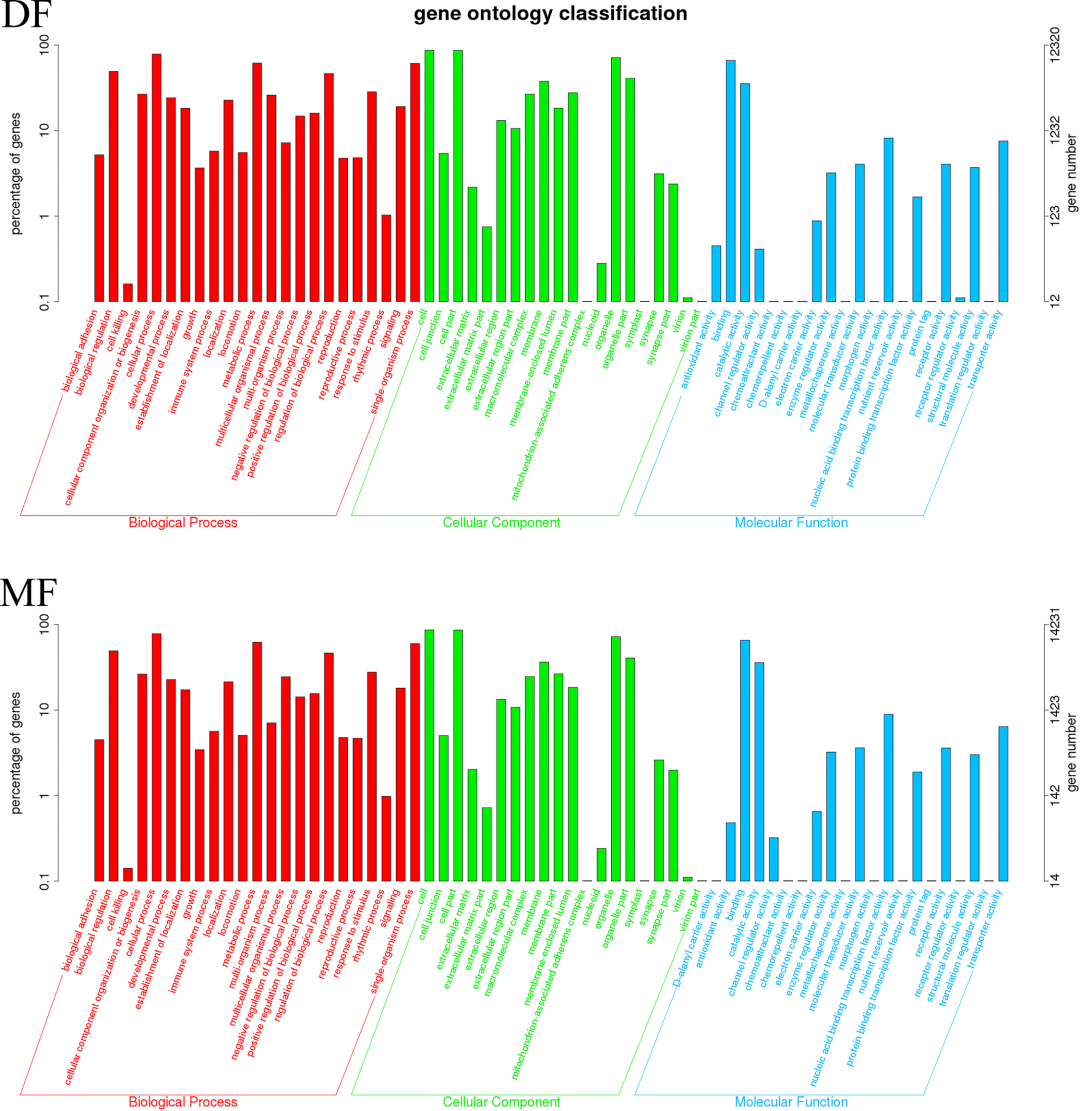
The number and percentage of GO annotated unigenes.

**Fig 6:**
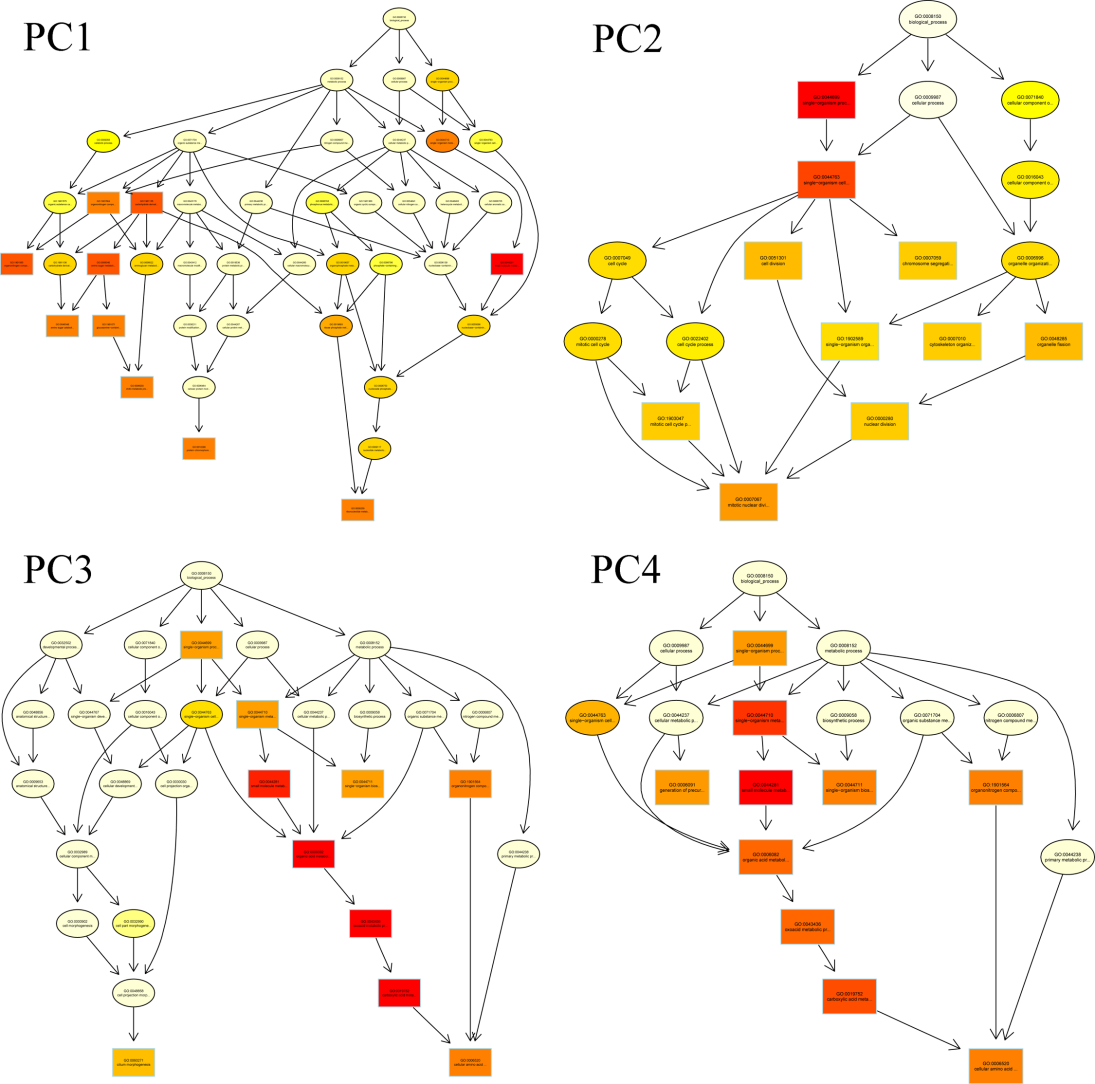
Directed acyclic graphs of PC1 to PC4. The branch shows the containment relationships of GO terms. The GO term with a deeper color represents more significant enrichment.

Besides GO analyses, the DEGs were mapped to various pathways based on KEGG analyses. The DEGs of PC1, PC2, PC3 and PC4 were mapped to 302, 328, 352 and 353 pathways as described in KEGG. All the significantly enriched KEGG pathways (*P*_adjusted_ < 0.05) corresponding to the DEGs detected in PC1–PC4 are shown in Table 2. These pathways included those related to: lipid metabolism-Steroid hormone biosynthesis (enriched pathway of PC1, ko00140) and alpha-Linolenic acid metabolism (enriched pathway of PC4, ko00592); amino acid metabolism-Phenylalanine, tyrosine and tryptophan biosynthesis (ko00400) and Phenylalanine metabolism (ko00360); carbohydrate metabolism-Glycolysis/Gluconeogenesis (ko00010) and Glycosaminoglycan degradation (ko00531); vitamin metabolism-Vitamin digestion and absorption (ko04977), Riboflavin metabolism (ko00740), and energy metabolism- Oxidative phosphorylation (ko00190).

**Table 2:** Significantly enriched KEGG pathways from PC1 to PC4.

ID	Term	List Hits	*P*	*P*_adjusted_
**PC1**				
ko00190	Oxidative phosphorylation	38	7.88 × 10^−8^	4.11 × 10^−6^
ko04974	Protein digestion and absorption	22	3.33 × 10^−5^	0.001157
ko04151	PI3K-Akt signaling pathway	34	5.38 × 10^−5^	0.0014218
ko00400	Phenylalanine, tyrosine and tryptophan biosynthesis	3	5.45 × 10^−5^	0.0014218
ko00520	Amino sugar and nucleotide sugar metabolism	14	0.000178	0.00398
ko00360	Phenylalanine metabolism	5	0.0002336	0.0048739
ko04512	ECM-receptor interaction	17	0.000256	0.0050089
ko01210	2-Oxocarboxylic acid metabolism	6	0.0003053	0.0056217
ko04510	Focal adhesion	28	0.0004389	0.0076313
ko00350	Tyrosine metabolism	6	0.0009684	0.0159524
ko04260	Cardiac muscle contraction	16	0.0013068	0.0198084
ko05130	Pathogenic Escherichia coli infection	13	0.0016309	0.0232032
ko05418	Fluid shear stress and atherosclerosis	19	0.0017124	0.023303
ko04015	Rap1 signaling pathway	23	0.0020369	0.0265645
ko04977	Vitamin digestion and absorption	7	0.0024202	0.0303006
ko04912	GnRH signaling pathway	16	0.0027263	0.0328206
ko00140	Steroid hormone biosynthesis	6	0.0041114	0.0459593
**PC2**				
ko04111	Cell cycle—yeast	22	2.98 × 10^−7^	9.91 × 10^−5^
ko03030	DNA replication	15	5.41 × 10^−6^	0.0009011
ko04810	Regulation of actin cytoskeleton	26	0.0001727	0.0115012
ko04110	Cell cycle	24	0.0002625	0.014569
ko00520	Amino sugar and nucleotide sugar metabolism	15	0.0005688	0.0236768
ko04723	Retrograde endocannabinoid signaling	22	0.001057	0.0364929
**PC3**				
ko00300	Lysine biosynthesis	2	0	0
ko00480	Glutathione metabolism	34	0.0001278	0.0090511
**PC4**				
ko00190	Oxidative phosphorylation	67	2.88 × 10^−5^	0.0038881
ko04145	Phagosome	58	7.62 × 10^−5^	0.0068348
ko00010	Glycolysis / Gluconeogenesis	35	0.000219	0.0131012
ko04142	Lysosome	68	0.0002565	0.0131532
ko00360	Phenylalanine metabolism	12	0.0009598	0.036489
ko00531	Glycosaminoglycan degradation	18	0.0010164	0.036489
ko00592	alpha-Linolenic acid metabolism	10	0.0012188	0.0392797
ko04932	Non-alcoholic fatty liver disease	60	0.001313	0.0392797

### Validation by qRT-PCR

To validate the accuracy and reproducibility of expression profiles, qRT-PCR was done to measure the expression of 12 randomly selected unigenes. Expression of these genes from PC1 to PC4 was measured by qRT-PCR and compared with that from RNA-Seq. These genes showed high correlation with RNA-Seq in the DF and MF of SA (R = 0.9143) (Fig 7). Hence, qRT-PCR confirmed our RNA-Seq data, suggesting the reliability and accuracy of our high-throughput analyses.

**Fig 7:**
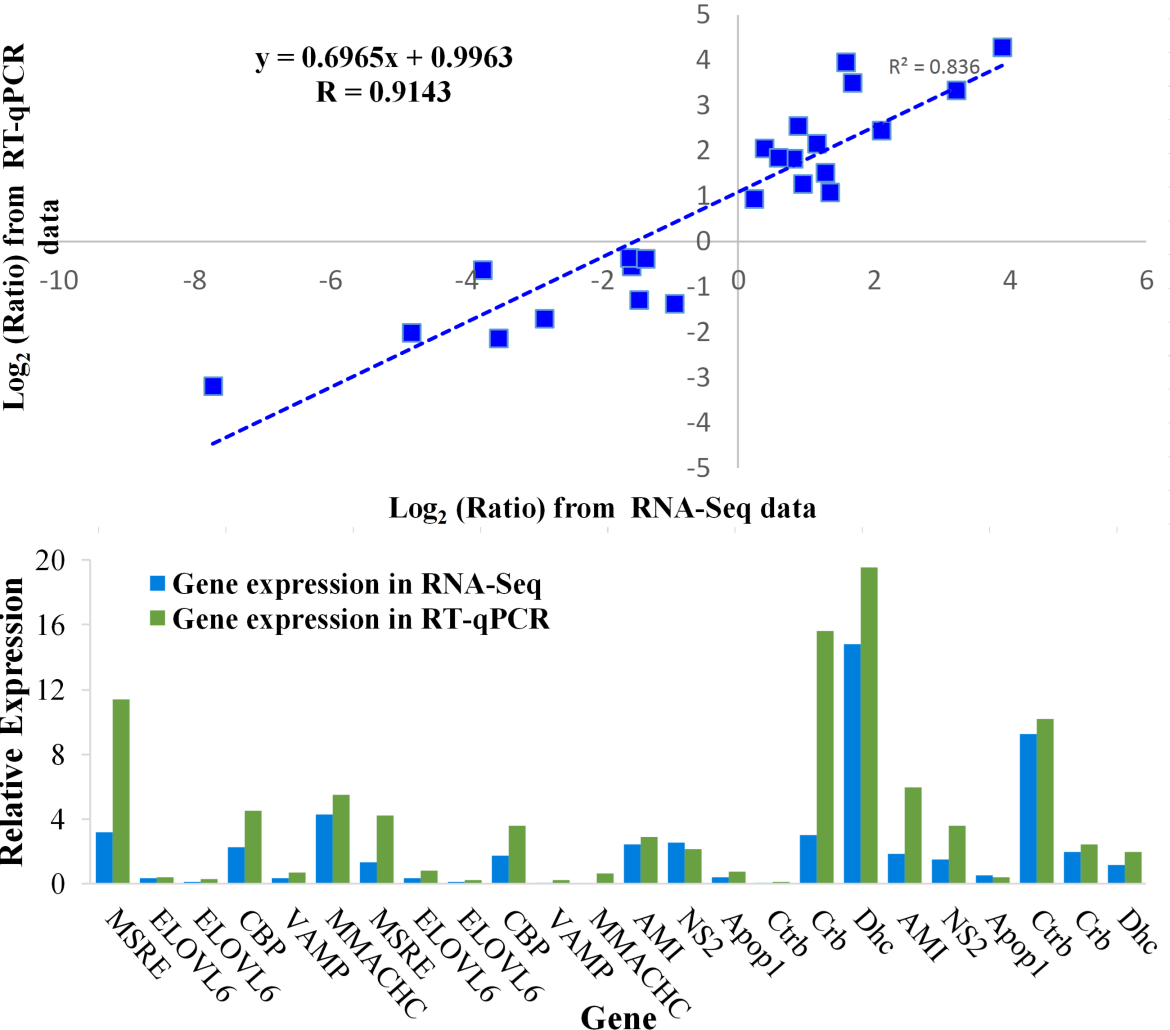
Linear regression analysis and column graphs of the gene expression between RNA-Seq sequencing and qRT-PCR.

## Discussion

We employed sequencing technology to compare the transcriptome of common tissues (intestine and stomach) between the mature and immature DFs and MFs of SA. 

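The most abundant unigenes were largely the same in immature and mature SA of the DF, and less so in the MF. Of the 100 unigenes with the highest mean FPKM in each group, 92 were common to DUI and DDI, 90 to DUS and DDS, 76 to MUI and MDI, and 74 to MUS and MDS. Among unigenes of at least 50 FPKM, the median absolute log2 ratio was 0.31 in PC1, 0.43 in PC2, 0.63 in PC3 and 0.70 in PC4. From the DEGs of the 4 comparisons, the paper proposes that gonadal development can change the intestine and stomach of both forms.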

A set of DEGs was found which suggested that gonadal development can cause a dramatic change in the intestines and stomachs of the DF and MF of SA. This work is the first attempt to identify the genes essential to the function of the intestine and stomach during sexual maturation. We employed RNA-Seq to measure the expression of the genes and pathways related to the metabolism of lipids, amino acids, glucose, and energy.

### Lipid metabolism

Lipids are necessary for energy homeostasis, reproductive physiology, and other aspects of cellular biology [16]. Sexual maturity can lead to changes in the diet of SA [1]. Changes in dietary fatty acids can influence lipid metabolism directly, such as the transport/uptake of lipids, catabolism of fatty acids, and lipogenesis [17]. The DEGs were found to be involved in five lipid-metabolic pathways: steroid hormone biosynthesis (ko00140, enriched pathway of PC1); retrograde endocannabinoid signaling (ko04723, enriched pathway of PC2); arachidonic acid metabolism (ko00590, enriched pathway of PC3); alpha-Linolenic acid metabolism (ko00592, enriched pathway of PC4) and non-alcoholic fatty liver disease (ko04932, enriched pathway of PC4).

Interestingly, of these five pathways, steroid hormone biosynthesis (ko00140) and alpha-Linolenic acid metabolism (ko00592) have a close relationship with oocyte development and sexual maturity [18, 19]. Steroid hormones (e.g., 17β-estradiol, progesterone) can accelerate the maturation process in grey mullet fish through regulation of exogenous hormones in captivity [18]. In humans, 17β-estradiol and progesterone are responsible for controlling the female sexual cycle [20]. Also, six DEGs of PC1 were significantly enriched in this pathway, suggesting that these DEGs of the steroid hormone biosynthesis pathway may play an active part in the sexual maturation of the DF of SA. Increased expression of delta-6 desaturase (D6D) in the alpha—Linolenic acid metabolism pathway was identified in PC4. D6D is the first and rate-limiting enzyme for highly unsaturated fatty acid (HUFA) synthesis, which converts C18:2n6 and C18:3n3 to C18:3n6 and C18:4n3, respectively [21]. Studies have shown that HUFAs have a positive role in ovarian maturation, as well as the reproductive performance of crabs, shrimps and other aquatic animals [22]. We infer that specific fatty acids are required during the ovarian development of the MF of SA. In summary, sexual maturity may promote lipid metabolism in the intestine and stomach, and lipid metabolism may have an active role in the sexual maturation of the DF and MF of SA.

### Metabolism of amino acids

Studies have shown that several amino acids regulate key metabolic pathways which are necessary for the maintenance, growth, reproduction, and immune response in aquatic and terrestrial animals [23]. Four significantly enriched pathways related to amino-acid metabolism were identified in the intestine and stomach during sexual maturation of the DF and MF of SA: phenylalanine, tyrosine and tryptophan biosynthesis (ko00400); phenylalanine metabolism (ko00360); tyrosine metabolism (ko00350); lysine biosynthesis (ko00300).

Of these pathways, the phenylalanine metabolism pathway was found in all four pairwise comparisons, particularly in PC1 and PC4 (*p*_adjusted_ < 0.05). Except for protein synthesis, L-phenylalanine is converted to tyrosine and phenylpyruvate by phenylalanine hydroxylase and aminotransferase, respectively [24, 25]. Surprisingly, expression of phenylalanine hydroxylase and aminotransferase in the pathway of phenylalanine metabolism was down-regulated in the intestine and stomach of mature SA compared with immature SA. We suspect that most L-phenylalanine was used for the protein synthesis needed for sexual maturity, rather than being used for hydroxylation and transamination. Indeed, the protein-digestion and absorption pathway was activated in mature SA. Moreover, in this pathway, expression of L-type amino acid transporter (LAT) 1 was upregulated in the intestine of mature SA. LAT1 transports large neutral-pH amino acids (e.g., phenylalanine, tyrosine) into intestinal epithelial cells [26]. Then, these amino acids are released into the blood *via* multiple basolateral amino-acid transporters. Therefore, we infer that the amino-acid metabolism in the intestine and stomach of the DF and MF of SA was affected by sexual maturation, and that most amino acids were absorbed into blood to meet the needs of gonadal development.

### Glycolytic pathway

Glucose is a major source of cellular energy, and can be converted to pyruvate *via* the glycolytic pathway and its enzymes [27, 28]. Among these enzymes, fructose-1, 6-bisphosphate aldolases (FBA) and GAPDH are glycolytic proteins. FBA catalyzes beta-D-Fructose 1,6-bisphosphate to glycerone phosphate and D-glyceraldehyde 3-phosphate, which can be converted to 3-phospho-D-glyceroyl phosphate, the reduced form of nicotinamide adenine dinucleotide phosphate (NADPH), NADH and H^+^ by GAPDH. In the present study, DEGs in PC1 to PC4 were enriched in Glycolysis (ko00010). Moreover, expression of *FBA* and *GAPDH* was down-regulated in the intestine of mature SA compared with immature SA. We infer that the glycolytic pathway in the intestine of SA may be affected (and even inhibited) by sexual maturation. This may be due to an interrelation between dietary nutrients and sexual maturation. Simultaneously, they influence glucose metabolism in the intestine. Studies have shown that the activity of the key enzymes in glycolysis are influenced significantly by diet in fish [29, 30], findings that are similar to our results.

### Energy metabolism

Lipids, amino acids and carbohydrates as the main energy resources to be metabolized, coupled with metabolite dehydrogenation and reduction of NAD^+^ or flavin adenine dinucleotide [31]. Finally, H^+^ and electrons are transmitted to oxygen with the release a lot of energy. In the present study, 28, 28, 22 and 36 upregulated genes of PC1, PC2, PC3 and PC4, respectively, were enriched in oxidative phosphorylation (ko00190), suggesting that the latter was activated in the intestine and stomach during the sexual maturation of SA. In humans, increased energy expenditure in teenagers is observed during puberty and sexual maturation to reduce body fat and maintain optimal body weight [32]. We can infer that oxidative phosphorylation is needed to provide energy from the intestine and stomach of SA to promote maturation.

## Conclusions

This was the first study of the changes in gastrointestinal function in the DF and MF of SA during maturation using next-generation sequencing technology. A total of 965, 4051, 22138 and 18460 DEGs were altered significantly for PC1, PC2, PC3 and PC4, respectively. Several upregulated and downregulated genes involved in the metabolism of lipids, amino acids, glycogen, and energy were identified. We inferred that sexual maturity may promote lipid metabolism, affect the glycolytic pathway, and absorb energy *via* oxidative phosphorylation in the intestine and stomach of SA. These results highlight a complex network of nutritional and energy-based metabolic pathways in the intestine and stomach of the DF and MF of SA, and could form the basis of future research.

## Supporting information

S1 Table Production and filtering of short reads expressed using Illumina.

How the deposited data were processed for this re-analysis (not part of the article)

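RNA was taken from the intestine and stomach of mature and immature SA of the DF and MF, with 3 libraries in each of 8 groups. Conditions were taken from the sample labels and the methods of the paper. The authors trimmed the reads, assembled 1 set of unigenes per form with Trinity and deposited FPKM values, 1 per unigene and library. The aligner and the program for FPKM are not given in the sources used here. The paper names a count method for its DEGs. The deposited FPKM values are not counts, so limma 3.58.1 in R 4.3.3 was used on log2(FPKM + 0.5), with an intensity trend and no covariate, and 2-sided. Unigenes with a mean of at least 0.5 FPKM over the 6 libraries of a comparison were tested. A log2 fold change is on the log2(FPKM + 0.5) scale, which understates the change of unigenes with low values. The thresholds were those of the paper, an unadjusted P of 0.05 and an absolute log2 fold change of 1, and separately a Benjamini-Hochberg adjusted p of 0.05. Counts by size alone used the log2 ratio of group means.

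The read depth behind the values was estimated from low values (0.02 to 2 FPKM) in Python 3.11.15, under the assumption of whole reads. The depth ratios chosen were those that place as many ratios as possible between the 3 libraries of a group at equal read counts. The value of 1 read of a unigene was then taken from 2 or more other groups, within a tolerance of 2.5% for whole numbers of reads, and the variance between libraries was compared with that of counting reads for unigenes of 10 to 1000 reads. Unigene lengths were not used. In simulated reads, every group of the DF had the value of 1 read of DUI, and every group of the MF that of MUI. The simulated depth was set from the value of 1 read that the same method gave, with assumed unigene lengths. It therefore does not test that value, and the depth of the files may differ. At the simulated depth, the relative depths of libraries were recovered with an error of at most 1.26%. The variance ratio was 0.90 to 1.03 in the DF and 0.93 to 0.99 in the MF with no added variation. The finer read value of DUS and the uneven depths of DDS were not simulated, so these ranges are not matched to DUS and DDS. An added coefficient of variation of 20% gave a ratio of 1.14 to 1.38 in the DF and 1.21 to 1.43 in the MF, so the ratio alone is a weak test of variation below 20%, and the spread among abundant unigenes was used beside it. At 5 times that simulated depth, the MF simulation with no added variation missed a depth by 97.25%. Those with 20% and 40% added variation had an error of at most 1.40%. Recovery is thus not shown if the files are deeper than was assumed. The limma step recovered 200 of 200 simulated unigenes with a log2 fold change of 2 in each comparison, with 6 to 20 false calls. The changed unigenes had a mean of at least 10 FPKM, and calls were made at the adjusted threshold. The simulated groups did not differ in depth. This simulation therefore does not test the counts at the unadjusted threshold, less abundant unigenes, or the uneven depth of DUS and DDS.

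Before the data were examined, it was set that libraries of a group that differ by no more than the sampling noise count as 1 sample with no p-value. No level of difference was set then. Against simulated libraries with no added variation, 16 of 24 pairs had higher ratios. Only DUI and MUS had no such pair and count as 1 sample each by this rule, a level chosen after the values were seen. At a level of more than 2 SE above, DDS had no such pair either, so which groups count as 1 sample depends on the level. DDI_1 and DDI_2, whose ratio was 0.46, were counted as 1 in an alternative. That no p-value is given for a unigene in the other groups was decided after the values were seen. The limma counts, those of PC1, PC4 and the interactions included, had been set beforehand. They rest on 3 libraries per group, as do the DEGs of the paper. Between groups of a form, deviations of same-numbered libraries had correlations of -0.023 to 0.197, against -0.155 to 0.084 for libraries with other numbers. In each pair of groups, the lowest and the highest correlation were higher for the same number, although the ranges overlapped. Same-numbered libraries thus deviated together weakly. The numbers were not used as pairs in the main fits, only as a block in alternatives. Mature and immature SA are different animals, while the paper sampled both tissues from the same SAs, without saying that the library numbers mark the animal. Replicates of the DF and MF were not compared by unigene, because the assemblies have different IDs.

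The rule for named unigenes was the largest rise and the largest fall by size with non-overlapping groups and a mean of at least 10 FPKM, and was applied to the intestine of each form. Lists of named genes fixed beforehand, from the pathways of the paper and for digestive enzymes, could not be applied, because the files pair no ID with a gene name. For the same reason the GO terms, KEGG pathways, transcription factors and qRT-PCR genes of the paper were not analysed here. Alternatives covered the pseudocount, the filter on low values, the scaling, the model, a block by replicate number and each library left out. Those added after the values were seen were a mean of at least 10 FPKM, DDI_1 and DDI_2 merged, DDS_2 and DDS_3 merged, a tolerance of 1.5%, and a block by animal for the interaction, under the assumption that same-numbered libraries of both tissues come from 1 animal.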

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

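The tests of the spread between libraries and of the read depth were chosen after the values were seen, and the test of depth against the number of unigenes that differed was set before.

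The interaction of tissue and maturity passed in limma for 7120 unigenes of the DF and 12750 unigenes of the MF. The spread in these tests is that between libraries of a group, which was small, so whether the counts hold for other animals stays open. The fits take DUI in the DF and MUS in the MF as 3 libraries, although each counts as 1 sample. In the DF, 5595 of them had a smaller mature-to-immature ratio in the stomach and 1525 a larger one, and quantile normalization gave 2540 and 2242. There, 1 read was worth 3.05 times as much in DDS_2 as in DUS_2, against 1.05 times in DDI_2 as in DUI_2. The interaction was not fitted among abundant unigenes alone. How much of the DF count goes with this uneven depth is therefore not known. Of 100 drawn splits, the real one included, 2 gave a count as large in the DF and 2 in the MF. In each form the other one was the split with the labels of 1 tissue swapped, with 14014 in the DF and 30524 in the MF, which adds the changes of the tissues where the interaction subtracts them. Of the 99 other splits, 73 gave 0 in the DF and 77 gave 0 in the MF. Without the swapped split the highest other counts were 4723 in the DF and 12593 in the MF, against the real 7120 and 12750. Splitting the labels within a tissue removes the change with maturity itself, so the splits hold no case of an equal change in both tissues. They cannot decide whether the change differs between the tissues, and no conclusion is drawn from them.

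The libraries of a group differed by little more than counting reads would give, although the paper describes 3 SAs and separate libraries per group. The median variance ratio over the 24 pairs was 1.06. At a tolerance of 1.5% for whole numbers of reads it was 1.16 (highest 1.34), a setting for which no libraries were simulated. Repeated sequencing of 1 library or pool per group cannot be told apart from very similar animals by this ratio, because 16 pairs were above the libraries simulated with no added variation (0.90 to 1.03 in the DF, 0.93 to 0.99 in the MF), 11 of them by more than 2 SE, and the ratio is a weak test. For DDI_1 and DDI_2 it was 0.46, below what separate sampling would give. Differences between animals of at least 20% in most unigenes were tested only among unigenes of at least 200 FPKM (380 to 488 per group). There the highest group median coefficient of variation was 6.07%, in DDS, which argues against a spread of 20% between libraries at that level. It does not cover less abundant unigenes, nor animals if the libraries of a group hold the same RNA. Over unigenes of 10 to 1000 reads, 3 pairs of DUS and DDI had ratios in the range simulated with 20% at the read value of DUI. Very similar animals and pooled RNA stay open, and DDS_1 stood apart from DDS_2 and DDS_3.

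The relative depth behind the values of the DF did not follow S1 Table. Depth ratios would match with all clean reads of S1 Table behind the values, counted whole, and equal effective unigene lengths within a group. They were up to 3.01 times off, a value that rests on DDS_1, and 2.05 times off in DUS_1. Effective unigene lengths that differ between libraries at equal depth cannot be told apart from this for every library. The variance of a library's pairs over that of the other pair, at 10 to 50 FPKM, was 1.76 for DUS_1 and 1.74 for DDS_1. The read steps would give 1.72 and 1.52, while equal depth would give a value near 1. For DDS_3 it was 1.04, where the read steps would also give 1.05, so DDS_3 does not separate these explanations. DDS_1 also stood apart among abundant unigenes, and no spread was computed for these values. Which reads were used was not tested.

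More unigenes differed with maturity in the MF than in the DF at the thresholds of the paper and among unigenes of at least 50 FPKM. At 0.5 to 2 FPKM the shares at least 2-fold apart were not higher in the MF (49.9% and 50.1%) than in the DF (52.3% and 55.8%). Lower read depth in the DF as the whole cause is argued against, since among unigenes of at least 50 FPKM the share at least 2-fold apart was 2.5 times as high in the MF stomach and 3.35 times as high in the MF intestine as in the DF. A biological difference between the forms stays open and untested, because the spread between animals is uncertain and the forms have separate assemblies. All 68627 unigene IDs of the DF start with CL, against 12572 of the 66837 of the MF.

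The 10 splits of 3 against 3 libraries are too few for a share under 0.05. The real split was the 1 with the highest count in each comparison. At the thresholds of the paper it gave 9649 in PC1 (highest other 1887), 9603 in PC2 (868), 23565 in PC3 (486) and 19295 in PC4 (521). At the adjusted threshold it gave 6685, 7794, 22684 and 18245, and every other split gave 0. A split that mixes the groups puts their difference into the spread, which lowers its count. With so small a spread within groups, the real split would also be highest if the libraries of a group held the same RNA. No conclusion is drawn from these splits.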

How the results depend on the processing

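Of 224 counts under alternatives set before the data were examined, 214 were within 1.5 times the main value. Counts by size alone, which use no test, were 20531 in PC1 (against 9649 and 6685 at the unadjusted and adjusted thresholds), 13896 in PC2 (against 7794 adjusted) and 4785 shared by PC1 and PC2 (against 2060). Quantile normalization gave 4482 adjusted calls in PC2. With FPKM above 0 in place of at least 1, the median number of detected unigenes was 51237 against 33682. Leaving out 1 library gave 4438 to 8660 adjusted calls in PC1, the lowest without DDI_1, and 5175 to 8953 in PC2, the lowest without DUS_3. With the replicate number as a block, the adjusted calls were 3722 in PC1 and 4798 in PC2, and the other 10 counts stayed within 1.5 times. The paper does not say that a number pairs animals or marks a batch, although the raw reads in S1 Table go with it. Same-numbered libraries of different groups also deviated together weakly (correlations of -0.023 to 0.197, against -0.155 to 0.084 for other numbers). A shared run of same-numbered libraries therefore stays open beside these values. The causes were not tested.

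Among alternatives added after the values were seen, merging DDI_1 and DDI_2 gave 4350 adjusted calls in PC1. A mean of at least 10 FPKM, which tests fewer unigenes, gave 1287, 1423, 3851 and 2654 unadjusted and 1234, 1358, 3845 and 2649 adjusted calls in PC1 to PC4. A block by animal, which assumes that same-numbered libraries of both tissues come from 1 animal, gave 5313 interaction calls in the DF and 11868 in the MF. Of 44 log2 ratios of named unigenes under alternatives, 9 moved by more than the spread between libraries and none changed sign. The depth limits low unigenes most in DUI, DDI and DDS.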

Differences from the paper's values

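The paper gives 4051 DEGs in PC2, and 9603 were found here at its thresholds with another test. At these thresholds, none of the 17 alternatives set before the data were examined came within 1.5 times of the paper's value, and the lowest were 7132 after quantile normalization and 7147 at a mean of at least 1 FPKM. At an adjusted threshold, which the paper does not use, 7794 were found here, and 6 of 16 alternatives set beforehand came within 1.5 times of the paper's value: 4482 after quantile normalization, 4798 with the replicate number as a block, 5175, 5258 and 5781 without DUS_3, DUS_2 or DUS_1, and 5849 at a mean of at least 1 FPKM. The paper gives 1046 DEGs shared by PC1 and PC2, and 2060 were found here. Of 23 alternatives, 1 came within 1.5 times, 1523 at a mean of at least 1 FPKM. The paper gives 3005 PC2-specific DEGs, against 7543 here and 5395 to 9111 under the 23 alternatives, none within 1.5 times. An alternative added after the values were seen, a mean of at least 10 FPKM, gave 1423 DEGs in PC2. It is below the paper's value, and how many of the paper's own DEGs it drops is not known here.

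The paper's text gives 1585.33 M raw reads for the MF, while the library totals in its S1 Table sum to 585.327 M. The conclusions of the paper also print another number of DEGs for PC1 than its results.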

Other observations

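In the DF, among unigenes of at least 50 FPKM, a larger share differed at least 2-fold between the intestine and stomach than between immature and mature SA (10.2% in PC1 and 13.9% in PC2). Shares between tissues were computed at this level only. Over all unigenes tested, the correlations between libraries were 0.70 to 0.71 between DUI and DDI, 0.72 to 0.74 between DUI and DUS, and 0.68 to 0.72 between DDI and DDS. At 50 FPKM or more, 30.2% differed at least 2-fold by size between DUI and DUS, with 305 higher in the intestine and 328 in the stomach, and 35.7% between DDI and DDS, with 361 and 397. In the MF, the share was 42.3% between MUI and MUS, with 414 higher in the intestine and 240 in the stomach, and 31.4% between MDI and MDS, with 275 and 242. Of the 100 most abundant unigenes, 72 were common to DUI and DUS, 73 to DDI and DDS, 59 to MUI and MUS, and 63 to MDI and MDS.

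In PC2, 1585 unigenes were at 1 FPKM or more in all libraries of DUS and listed at 0 in all libraries of DDS, and 32 the other way round. Since 1 read was worth 3.05 times as much in DDS_2 as in DUS_2, and still more in DDS_1 and DDS_3, a 0 was easier to reach in DDS. This asymmetry is not read as a loss of expression. In PC1, 1555 were found in DUI only and 1208 in DDI only. In PC3 these were 173 and 172, and in PC4 282 and 326.

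In S1 Table, the raw reads of the DF were 44.5 to 44.8 M in the 4 libraries numbered 1 and 52.5 to 52.7 M in those numbered 2 and 3. MDS_2 and MDS_3 have the same number of raw reads, 47723616.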
